# Comparative genomic analysis of light-regulated transcripts in the Solanaceae

**DOI:** 10.1186/1471-2164-10-60

**Published:** 2009-02-03

**Authors:** Mariana Rutitzky, Hernan O Ghiglione, José A Curá, Jorge J Casal, Marcelo J Yanovsky

## Abstract

**Background:**

Plants use different light signals to adjust their growth and development to the prevailing environmental conditions. Studies in the model species *Arabidopsis thaliana *and rice indicate that these adjustments are mediated by large changes in the transcriptome. Here we compared transcriptional responses to light in different species of the Solanaceae to investigate common as well as species-specific changes in gene expression.

**Results:**

cDNA microarrays were used to identify genes regulated by a transition from long days (LD) to short days (SD) in the leaves of potato and tobacco plants, and by phytochrome B (phyB), the photoreceptor that represses tuberization under LD in potato. We also compared transcriptional responses to photoperiod in *Nicotiana tabacum *Maryland Mammoth (MM), which flowers only under SD, with those of *Nicotiana sylvestris*, which flowers only under LD conditions. Finally, we identified genes regulated by red compared to far-red light treatments that promote germination in tomato.

**Conclusion:**

Most of the genes up-regulated in LD were associated with photosynthesis, the synthesis of protective pigments and the maintenance of redox homeostasis, probably contributing to the acclimatization to seasonal changes in irradiance. Some of the photoperiodically regulated genes were the same in potato and tobacco. Others were different but belonged to similar functional categories, suggesting that conserved as well as convergent evolutionary processes are responsible for physiological adjustments to seasonal changes in the Solanaceae. A β-ZIP transcription factor whose expression correlated with the floral transition in *Nicotiana *species with contrasting photoperiodic responses was also regulated by photoperiod and phyB in potato, and is a candidate gene to act as a general regulator of photoperiodic responses. Finally, *GIGANTEA*, a gene that controls flowering time in *Arabidopsis thaliana *and rice, was regulated by photoperiod in the leaves of potato and tobacco and by red compared to far-light treatments that promote germination in tomato seeds, suggesting that a conserved light signaling cascade acts across developmental contexts and species.

## Background

Plant growth and development are shaped by light signals provided by the environment. Seed germination, de-etiolation of aerial tissues, the architecture of the adult plant body and the production of organs involved in sexual or vegetative reproduction are controlled by light signals [1]. The degree of control depends on the species and the process. Studies in *Arabidopsis thaliana *have revealed that large changes in transcriptome accompany the morphological and physiological shifts that occur during the de-etiolation process initiated when dark-grown seedlings are transferred to light [2,3]. Large responses are also observed when young seedlings, briefly grown under white light, are exposed to supplementary far-red light that simulates the presence of neighbour vegetation [4]. The apex of *Arabidopsis thaliana *plants experiences modifications of the transcriptome induced by the exposure of seedlings grown under SD typical of winter to LD that induce flowering during warmer seasons [5]. These large light-induced changes in the transcriptome involve the action of plant photoreceptors at different levels, including the regulation of transcription and proteasome-mediated degradation of transcription factors, chromatin re-modeling and RNA interference (reviewed by [6]).

In addition to the studies conducted in the model eudicot *Arabidopsis thaliana*, others have recently reported global transcriptional responses to light in monocot species. These studies are allowing us to understand species-specific light-regulated processes, such as photoperiodic effects on floret development in wheat [7]. They are also being used for comparative purposes, as shown for the analysis of the transcriptional changes taking place during de-etiolation in rice and *Arabidopsis thaliana *[8].

Functional as well as evolutionary studies can also benefit from the comparison of transcriptional responses across closely-related species [9]. The Solanaceae is an ideal family for comparative analysis of photomorphogenic and photoperiodic responses given that light regulates a variety of process in different species, such as tuberization in potato [10], flowering in tobacco [11] and germination in tomato [12]. Potato cDNA microarrays have already been used to compare global expression profiles in mature leaves of six species of the Solanaceae [13]. Here we compared transcriptional responses to contrasting light environments in the leaves of potato and tobacco plants, as well as in tomato seeds, with the aim of assessing the degree of conservation and divergence in the identity of genes regulated by light across species and developmental contexts.

## Methods

### Plant material and experimental conditions

Plants of *Solanum tuberosum *spp. Andígena, which tuberize only under SD, were grown in growth chambers under non-inductive LD conditions. 55 and 41 days after sowing, half of the plants were transferred to inductive SD conditions for 1 or 15 days, respectively, whilst the rest of the plants were kept as controls under LD. Transgenic potato plants with reduced phyB levels obtained through antisense technology (α-*PHYB*, line 10) [14] were also grown all the time under LD. On the 56th day, leaves and petioles from all the plants were harvested 14 hours after the beginning of the photoperiod (i.e. 2 hours before dusk for plants on LD, and 6 hours after dusk for the plants on SD conditions).

A similar experimental protocol was used with plants of *Nicotiana tabacum *cv Hicks that flower at the same time irrespective of photoperiod and the isogenic line *Nicotiana tabacum *MM, which flowers only under SD (i.e. the plants were grown 55 or 41 days under LD conditions and then transferred for 1 or 15 days to SD, respectively, whilst control plants were grown 56 days under LD).

*Nicotiana sylvestris *plants, which flower only under LD, were grown under non-inductive SD conditions. 55 and 41 days after sowing, half of the plants were transferred to inductive LD conditions for 1 or 15 days respectively. In all cases we harvested only the leaves, the organ in which day-length perception takes place and photoperiodic responses are initiated.

SD in the experiments described above consisted of 8 hours of light/16 hours of darkness, 160 μmol m^-2 ^s^-1^, 22°C. LD conditions were 16 hours of light/8 hours of darkness, 80 μmol m^-2 ^s^-1^, 22°C.

Tomato seeds (La Germinadora, Buenos Aires, Argentina) were imbibed for 16 hours at 20°C under continuous FR (40 μmol m^-2^s^-1^), to standardize initial conditions, eliminating possible maternal effects on the state of phytochromes at the beginning of the experiments [12]. After this imbibition, the seeds were transferred to growth incubators (20°C), where they received hourly pulses (3 minutes each) of R or FR (40 μmoles m^-2^s^-1^), and were harvested in liquid nitrogen 3, 6 and 9 hours after the beginning of the R and FR light pulses. R, compared to FR treatment, was effective in promoting germination (data not shown).

### RNA extraction, microarray processing and data analysis

For gene expression analysis we used the potato cDNA microarray developed by TIGR [15]. Three independent biological samples were analyzed for each treatment. Plant material was grounded under liquid nitrogen and total RNA was extracted with TRIZOL. All steps of microarray processing (cDNA production, cDNA labeling, microarray hybridization, data quantification, data normalization using LOWESS) were carried out by the TIGR Expression Profiling Service [15]. All raw and normalized microarray data is available at: 1) the Solanaceae Gene Expression Database (ID 47 and 52), and 2) The Gene Expression Omnibus (accession number GSE8142).

Genes were considered to be regulated by photoperiod or phyB if the average of the log_2 _(LD/SD) or (WT/α-*PHYB*) ratio was: 1) significantly different from 0 (one sample t-test with a p-value ≤ 0.05 [16] and a q-value ≤ 0.1 [17]), and 2) larger than 1 or smaller than -1 (i.e. there was at least a two fold change in expression). Data from plants exposed to short days for 1 or 15 days were pooled for the analysis of the effect of photoperiod.

To identify genes differentially regulated by photoperiod between species, a t-test (potato vs tobacco) or an ANOVA (among the three *Nicotiana *biotypes evaluated) was performed with the log_2 _(LD/SD) ratios of the species. We considered a gene to be differentially affected by photoperiod if the t-test or the ANOVA gave a p-value ≤ 0.05 and a q-value ≤ 0.1, the gene was considered to be regulated by photoperiod (see criteria above) in at least one of the species and, for the comparison between potato and tobacco, there was a difference of at least 1 unit (two fold) between the log_2 _LD/SD ratios. As mentioned above, data from plants exposed for 1 or 15 days to a change in photoperiodic conditions were pooled for the analysis.

To identify genes regulated by phytochrome in tomato seeds we selected those genes whose expression was statistically affected by pulses of R compared to FR light if: 1) the p-value was ≤ 0.05 in the one sample t-test and 2) there was at least a 1.5 fold change in expression. Data from seeds harvested 3, 6 or 9 hours after the beginning of light treatments were pooled for the analysis of the effect of R compared to FR on gene expression.

### RT-PCR

One μg of DNAseI treated total RNA was used for the RT reaction with ImProm-II Reverse Transcriptase (Promega). Amplification of genomic DNA was undetectable in non-retro-transcribed controls. PCR products were detected in DNA blots using standard methodology in the exponential range of amplification. Primer sequences will be provided upon request.

## Results

### Photoperiodic regulation of gene expression in potato

Potato plants of the subspecies Andígena only tuberize under SD conditions [10]. To investigate the generation of putative signals leading to tuberization, and unrelated transcriptional responses accompanying the acclimatization to a widely different light regime, we analyzed the transcriptome of potato plants transferred from LD to SD. Potato plants were grown in growth chambers under non-inductive LD conditions. After six weeks, half of the plants were transferred to inductive SD for 1 or 15 days, whilst the rest of the plants were kept under LD. RNA was extracted from leaves and petioles harvested 14 hours after the beginning of the photoperiod, and used to analyze gene expression with potato cDNA microarrays developed by TIGR [13].

Most of the genes that were up or down-regulated when the plants were transferred from LD to SD for 15 days, already showed up or down-regulation after the first day in SD (Additional file 1). Therefore, 1 and 15 days SD were jointly compared to LD. 

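RNA of plants kept in LD was hybridized against RNA of plants moved to SD on potato cDNA arrays (the paper gives leaves and petioles as the tissue, the sample labels leaves), with 3 biological replicates after 1 day of SD and 3 after 15 days. LD had 16 h of light at 80 μmol per square metre and second, and SD 8 h at 160 μmol, in potato and Nicotiana. The LD/SD ratios therefore do not separate day length from irradiance. The paper gives the harvest as 2 h before dusk in LD and 6 h after dusk in SD, so lit leaves were compared with leaves in darkness. The sample labels give 0 h and 8 h. The authors normalized the spot intensities by LOWESS and deposited log2 ratios. Of these, 1 array repeated replicate 1 of 15 days with exchanged dyes and was averaged with it, giving 6 replicates. Same-numbered replicates of the 2 days shared deviations from the mean of their day (r of 0.410, 0.140 and 0.460), so the 6 are not fully independent. The array carries 2 spots of each clone, which were averaged, and 9031 to 9887 clones had a value on each array. Ratios are given as LD/SD. The deposit does not state which way the ratios run. The labels give the dyes, and Cy3 over Cy5 was taken because F3H, GBSS, STUGE51 and PR1B then have the signs of the paper, so the signs of these genes are not independent of it. A clone was called at p of 0.05 or less, adjusted p of 0.1 or less (limma with Benjamini-Hochberg adjustment) and a mean log2 ratio of at least 1 in size, among the 8426 clones with a value in every replicate.
The responses to 1 and 15 days of SD ran in the same direction. Of the 462 clones called from the 15-day replicates alone, 460 had the same sign after 1 day, and 340 were also called at 1 day in the same direction. Their median size was a log2 ratio of 1.35 at 15 days and 1.27 at 1 day. Across all clones, which are not independent replicates, Pearson's r between the mean ratios was 0.910 and Spearman's rho 0.874. The difference between the days passed limma's test for 17 clones, 9 without the dye-swap array, 0 to 6 from 2 replicates a day, and 0 with the methods' t-test and a q-value. At the unadjusted p they were 319 with all replicates, 277 without the dye-swap array and 365 with the t-test. Leaving out replicates 1, 2 and 3 gave 228, 208 and 482. With the replicate number as a fixed block, 19 clones passed limma's test and 585 the unadjusted p. By chance a share of 0.05 of the 8426 clones would pass that p, more than each of these counts apart from 482 and 585.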

From a total of approximately 10,000 cDNA clones present in the microarray, we found 274 (representing 261 different genes) down-regulated, and 167 (representing 155 different genes) up-regulated in SD compared to LD conditions (Figure 1A).

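Among changes of at least 2-fold, more clones were higher in LD than in SD, 263 against 157 of 8426 tested. With no limit on size the directions were about even, with 2336 clones higher in LD and 2319 higher in SD. All but 4 of these 420 calls had the same sign in every replicate (416 clones). The mean log2 LD/SD ratios of called clones reached 3.60 and -3.81, for the clones with spots 143677 and 148140, which have no gene name in the probe annotation. Of the 420 clones, 7 have a gene symbol other than a locus number: those of F3H, GBSS, STUGE51, LPD2 and IPMK. The clone of LPD2, a dihydrolipoamide dehydrogenase, had a mean log2 ratio of 1.24 (standard error 0.12, n = 6, adjusted p = 4.22e-05 from limma), positive in 6 of 6 replicates.
Among the 139 tested clones with such a symbol, 44 passed the test of the mean ratio towards LD, 43 towards SD and 52 did not pass, whatever the size of the change.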

**Figure 1:**
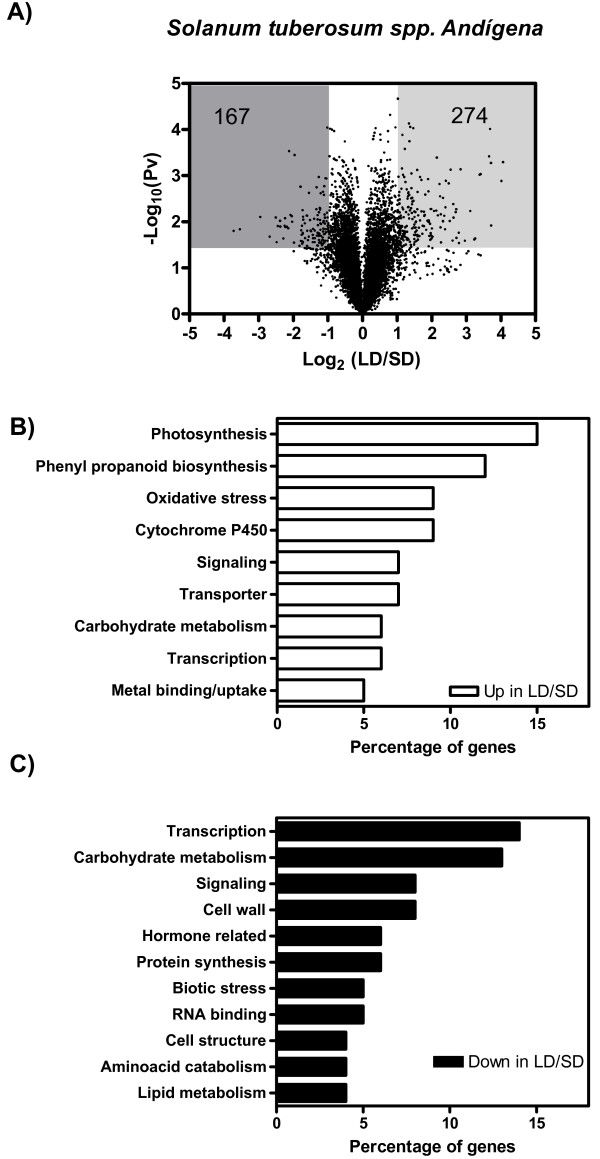
**Effect of photoperiod on gene expression in *Solanum tuberosum *spp. Andígena**. A) Volcano plot of log_2 _transformed expression ratios (LD/SD) plotted against the negative log_10_-transformed p-value from a one-sample t-test. Shaded areas highlight the genes showing a statistically significant difference in gene expression of at least two fold. The numbers indicate the genes present in the shaded area. B) Percentage distribution of functional categories corresponding to genes whose expression decreased in plants transferred from LD to SD conditions. C) Percentage distribution of functional categories corresponding to genes whose expression increased in plants transferred from LD to SD.

Many genes down-regulated in SD were associated with the photosynthetic process and phenylpropanoid metabolism (Figure 1B). These findings are in agreement with a previous report indicating that three weeks after *Solanum tuberosum *spp. Andígena plants are transferred from LD to SD, chlorophyll and anthocyanin levels in the leaves of plants grown under SD conditions are 40 and 25% lower, respectively, than those from LD [18]. 

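F3H, flavanone 3-hydroxylase, an enzyme of flavonoid and anthocyanin synthesis, was higher in LD in every replicate. Its clone had a mean log2 LD/SD ratio of 1.43 (standard error 0.20, n = 6, adjusted p = 0.000286 from limma), a 2.70-fold difference. Of 4 clones of FLS, flavonol synthase, another enzyme of the pathway, 2 were higher in LD and 2 did not pass the test, with ratios from -0.32 to 0.49. PSBR, a subunit of photosystem II, was measured by 4 clones, of which 1 was higher in SD and 3 did not pass, with ratios from -0.77 to 0.13. These genes were chosen by their symbol after their values had been seen, since the clones the paper lists cannot be paired with the deposited rows by name.

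**Figure D1:**
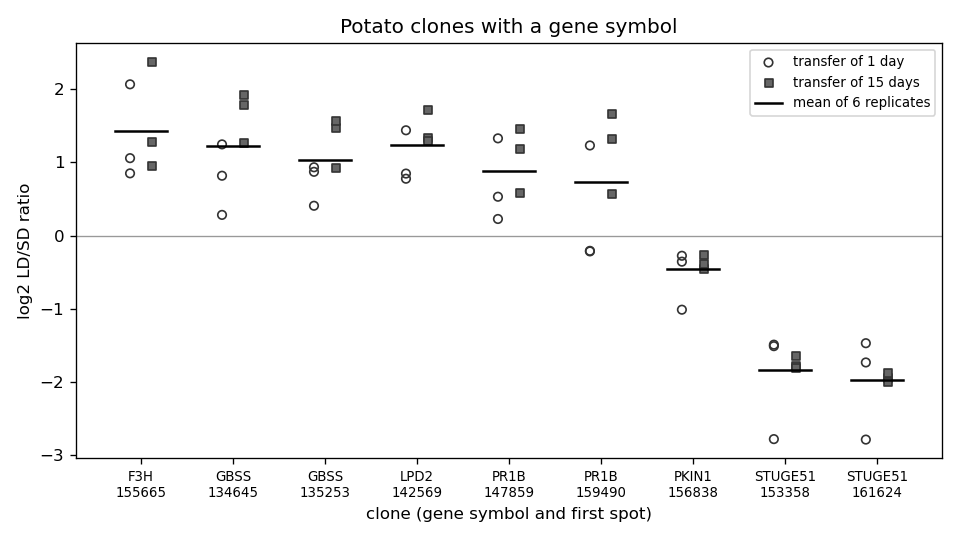
Log2 LD/SD ratio (vertical axis) of potato clones with a gene symbol (horizontal axis), 1 point per replicate, open circles for 1 day and filled squares for 15 days of SD, with a line at the mean. All 6 points of F3H, GBSS and LPD2 lie above 0 and all 6 points of PKIN1 and STUGE51 below it.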

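DHAR, a dehydroascorbate reductase that recycles the antioxidant ascorbate, was higher in LD, and the clones of catalase were not separated from 0. The DHAR clone had a mean log2 LD/SD ratio of 0.90 (standard error 0.21, n = 6, adjusted p = 0.00521 from limma). The 2 clones of DHAR2 had ratios of 0.09 and 0.15 and did not pass the test. Both clones of CAT1, a catalase, lay between -0.12 and 0.18 and did not pass either.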

The expression of several genes involved in the metabolization of reactive oxygen species was also reduced under SD conditions (Figure 1B, Additional file 2). Genes encoding enzymes involved in carbohydrate metabolism were differentially affected by photoperiod (Additional file 2). Within this group, those associated with starch and sucrose biosynthesis were down-regulated, and those involved in starch degradation were up-regulated, in plants grown under SD compared to LD conditions (Additional file 2). 

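GBSS, granule-bound starch synthase, which makes the amylose of starch grains, was higher in LD on both of its clones. Their mean log2 LD/SD ratios were 1.22 (standard error 0.19, adjusted p = 0.00058 from limma) and 1.03 (standard error 0.14, adjusted p = 0.000266), each positive in 6 of 6 replicates. From 15 days alone the ratios were 1.66 and 1.32, and from 1 day alone 0.78 and 0.74, below 2-fold. Of other genes of starch metabolism, 3 with a symbol that act in starch breakdown, chosen after their values were seen, were also higher in LD, by less than 2-fold. AMYA1, an alpha-amylase, had a ratio of 0.81 (standard error 0.11, adjusted p = 0.000326), and the 2 clones of R1, glucan water dikinase, had 0.44 and 0.49. For STP-1, a starch phosphorylase, the ratio was 0.22 (adjusted p = 0.0798), positive in 4 of 6 replicates. Both clones of TK, transketolase, were higher in LD, with ratios of 0.60 and 0.89.
STP-1 passed in 11 of 20 alternatives, and not with the methods' t-test, an adjusted p limit of 0.05, a shared spread, the dye-swap array left out (0.19), replicate 1 (0.24) or replicate 3 (0.12) left out, or the replicate number as a random block, the last chosen after seeing the data. Of the R1 clones, neither passed with a shared spread, and the one at 0.44 did not without replicate 1 (0.29). From 1 day of SD alone, R1 and STP-1 did not pass the test, with ratios of 0.20 and 0.36 for R1 and 0.08 for STP-1.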

Genes associated with cell wall, biotic stress responses, hormone signalling, and aminoacid catabolism were up-regulated in SD compared to LD (Figure 1C, Additional file 2). 

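STUGE51, a UDP-glucose epimerase, which supplies UDP-galactose for cell wall polysaccharides, was higher in SD on both of its clones. The mean log2 LD/SD ratios were -1.84 (standard error 0.15, n = 6, adjusted p = 1.83e-05 from limma) and -1.97 (standard error 0.14, n = 6, adjusted p = 8.08e-06 from limma). STUGE45, a related epimerase, was higher in SD with a ratio of -0.51. PR1B, a pathogenesis-related protein of biotic stress, was measured by 2 clones, and both were higher in LD, with ratios of 0.88 and 0.73.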

Finally, the expression of many signaling components and transcription factors increased or decreased in response to changes in photoperiodic conditions (Figure 1B and 1C, Additional file 2). Some of these changes may be associated with the regulation of developmental processes such as tuberization (see below), whilst others may control more general metabolic and physiological adaptations to photoperiod. For instance, the expression of two genes encoding AMP-activated protein kinases was up-regulated under SD (Additional file 2). 

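PKIN1, a SNF1-related protein kinase of the family of AMP-activated kinases, was higher in SD. Its clone had a mean log2 LD/SD ratio of -0.46 (standard error 0.10, n = 6, adjusted p = 0.00448 from limma), a 1.38-fold difference, negative in 6 of 6 replicates. The replicates lay between -0.27 and -0.46 apart from replicate 3 of 1 day, at -1.02. From the induction of such kinases in SD, the paper proposes that they may help to economize energy in autumn.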

AMP-activated kinases are known to turn-off energy dependent processes and mobilize energy reserves under low energy conditions [19]. Thus, its induction under SD conditions may contribute to optimize energy consumption during the autumn.

### Analysis of phytochrome B-regulated gene expression in potato

PhyB is the main photoperiodic photoreceptor regulating tuberization in potato [14]. Indeed, potato plants with reduced phyB levels obtained through antisense technology tuberize as well under LD as under SD, whilst wild-type plants only tuberize under SD [14]. To elucidate the genomic role of phyB in the perception of LD as well as in the control of genes unaffected by day-length, we compared the transcriptome of wild-type and antisense *PHYB *plants grown under LD conditions (Figure 2). We found 46 cDNA clones (representing 45 different genes) up-regulated and 28 cDNA clones (representing 27 different genes) down-regulated in WT plants compared to α-*PHYB *plants (Figure 2A). In contrast to what was observed for the group of genes regulated by photoperiod, no clear differential enrichment in functional categories was found for genes up-regulated compared to those down-regulated by phyB (Figure 2B). Nonetheless, some of the individual changes in gene expression observed fit well with physiological alterations reported for plants with reduced phyB levels (Additional file 3). For example, the expression of a senescence associated gene, which encodes an acyl-hydrolase that facilitates the process of membrane breakdown [20], was up-regulated in plants with reduced phyB levels and this is in agreement with the observation that leaf senescence is enhanced by low levels of active phytochromes in several species [21,22]. In addition, the expression of a gene encoding a pathogen related gene was down-regulated in α-*PHYB *compared to WT plants. Indeed, *PR *gene expression is affected in *Arabidopsis thaliana *mutant plants lacking phyA and phyB, and these phytochrome mutants have reduced defense responses against pathogen attacks [23-25].

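RNA of wild-type plants was hybridized against RNA of α-PHYB plants, both kept in LD, in 3 biological replicates with the wild type always in the Cy3 channel. Values were processed as for photoperiod, and 8463 clones with a value on all 3 arrays were tested, with limma and the same thresholds.
More clones were higher in the wild type than in α-PHYB plants, 150 against 53, all with the same sign in 3 of 3 replicates. The mean log2 WT/α-PHYB ratios of called clones reached 4.39 and -3.39, for the clones with spots 148029 and 153495, which have no gene name in the annotation. Of the clones with a symbol other than a locus number, 4 were called, among them both of PR1B and that of VPE2. Of the 137 tested clones with such a symbol, 13 were higher in the wild type, 11 were higher in α-PHYB plants and 113 did not pass the test. METK1, S-adenosylmethionine synthetase, had 6 of its 9 clones higher in α-PHYB plants and 1 higher in the wild type, each by less than 2-fold.
The wild type was always in Cy3, and after subtraction of the dye term measured on the potato dye-swap pair 82 clones were higher in the wild type and 35 in α-PHYB plants. With the methods' t-test and a q-value, 31 and 25 clones were called, and with its Benjamini-Hochberg adjustment 0, while 147 passed the unadjusted p and the size limit. Leaving out replicate 1 or replicate 2 left 0 calls by limma (231 and 177 at the unadjusted p), and leaving out replicate 3 gave 381.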

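PR1B, a pathogenesis-related protein, was higher in the wild type than in α-PHYB plants on both of its clones. The mean log2 WT/α-PHYB ratios were 2.25 (standard error 0.16, n = 3, adjusted p = 0.0169 from limma) and 3.27 (standard error 0.36, n = 3, adjusted p = 0.027 from limma), positive in 3 of 3 replicates. VPE2, a vacuolar processing enzyme, a protease of the vacuole, was also higher in the wild type, with a ratio of 2.15 (standard error 0.47, n = 3, adjusted p = 0.0665 from limma). With the methods' t-test and a q-value, 1 of the 2 PR1B clones (ratio 2.25) still passed, and the other and VPE2 did not. Without replicate 1 or replicate 2 no clone was called for phyB, while without a replicate the ratios stayed between 2.04 and 2.36 and between 2.74 and 3.71 for PR1B and between 1.77 and 2.89 for VPE2.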

**Figure 2:**
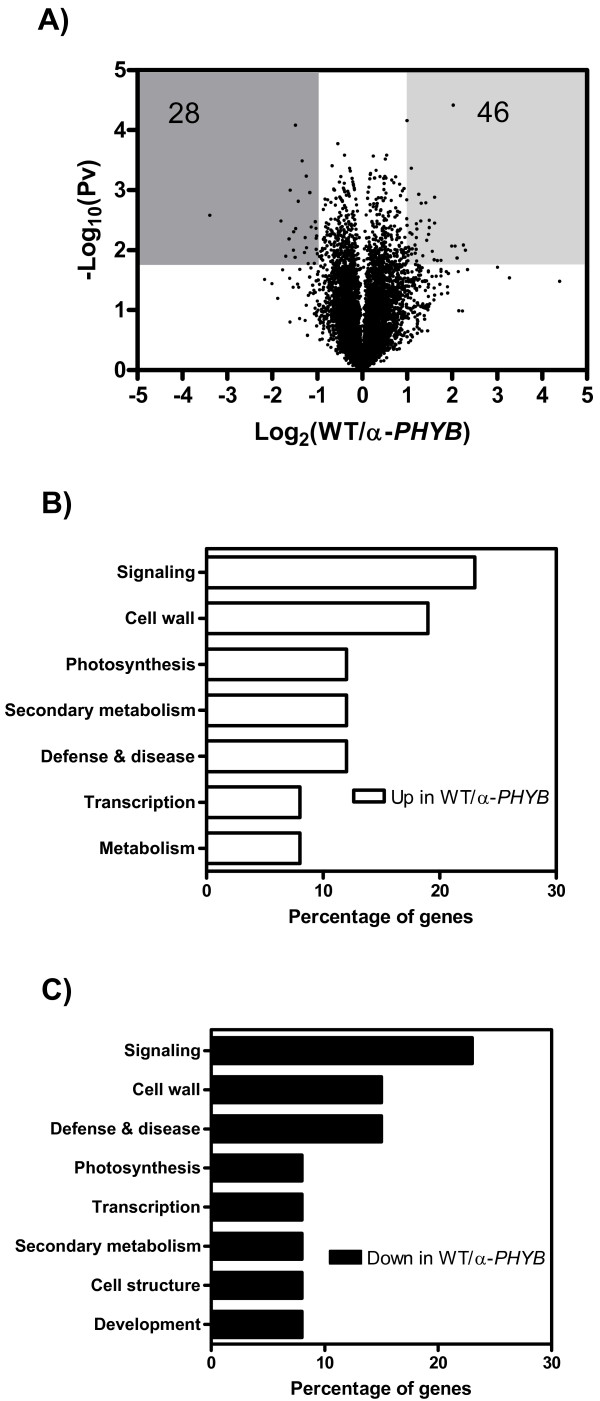
**Effect of phyB on gene expression in *Solanum tuberosum *spp. Andígena**. A) Volcano plot of log_2 _transformed expression ratios (WT/α-*PHYB*) plotted against the negative log_10_-transformed p-value from a one-sample t-test. Shaded areas highlight the genes showing a statistically significant difference in gene expression of at least two fold. The numbers indicate the genes present in the shaded area. B) Percentage distribution of functional categories corresponding to genes whose expression was higher in WT compared to α-*PHYB *plants. C) Percentage distribution of functional categories corresponding to genes whose expression was higher in α-*PHYB *compared to WT plants.

Since phyB mediates the photoperiodic control of tuberization, we expected a strong overlap between genes regulated by photoperiod and phyB. 

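Photoperiod and phyB shared more clones than independent lists would. Among the 8003 clones tested in both comparisons, 405 were called for photoperiod and 182 for phyB, and 58 of them for both, where independent lists would share 9.21 (Fisher's exact test, two-sided p = 9.18e-32, odds ratio 10.1). That test takes clones as independent units, which they are not, and its p does not measure the spread between replicates. Of the 58, 51 were higher in LD and in the wild type, 6 were higher in SD and in α-PHYB plants and 1 was higher in SD and in the wild type. Thus 14.3% of the photoperiod clones were called for phyB, and 31.9% of the phyB clones for photoperiod. Across the photoperiod clones, which are not independent replicates, the mean ratios of the 2 comparisons had a Pearson's r of 0.503, and 304 of 405 had the same sign. The median log2 WT/α-PHYB ratio was 0.48 for the clones higher in LD and -0.15 for those higher in SD. F3H, which was called for photoperiod, had a log2 WT/α-PHYB ratio of -0.001, and the clones of GBSS had 0.05 and 0.07.
The extracts of the comparisons carry different numbers in the labels, so no control extract was shared. Whether the wild-type plants in LD were other plants in the 2 comparisons is not stated. With the methods' t-test and a q-value 10 clones were called for both, and without replicate 1 or without replicate 2 none was (0), since no phyB clone was called.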

Strikingly, from a total of 441 cDNA clones significantly regulated by photoperiod, only 15 were significantly affected by phyB levels (Figure 3, Additional file 4). These results indicate that although phyB is the main photoperiodic photoreceptor regulating the tuberization process, photoreceptors other than phyB play a significant role in the photoperiodic regulation of gene expression, probably associated with acclimatization responses to reduced light input rather than to the control of tuberization.

**Figure 3:**
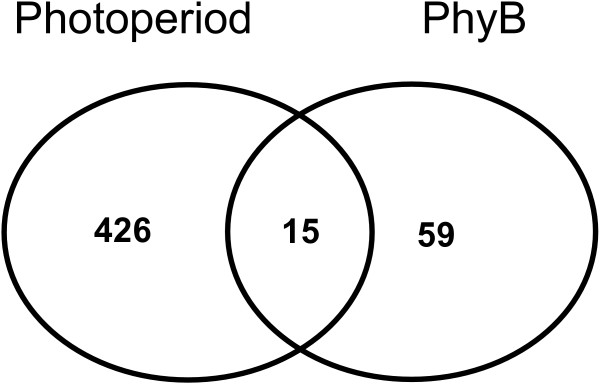
**Comparative analysis of the effect of photoperiod and phyB on gene expression in potato**. The genes present in the graph are those whose expression was regulated by photoperiod and/or phyB, according to the criteria used for Figures 1 and 2.

Among the 15 genes identified as simultaneously regulated by photoperiod and phyB, two are candidates to mediate the photoperiodic control of tuberization. These are an homologue of *GIGANTEA *and a gene encoding the enzyme ent-kaurenoic acid oxidase. *GIGANTEA *promotes flowering under LD in *Arabidopsis thaliana *(a LD plant) and represses flowering under LD in rice (a SD plant) [26]. The expression of a homologue of *GIGANTEA *in potato was higher under LD compared to SD, and higher in wild type plants compared to transgenic plants with reduced phyB levels when both genotypes are grown under LD (Figure 4). This observation suggests that *GIGANTEA *could be mediating the repression of tuberization by LD in potato.

**Figure 4:**
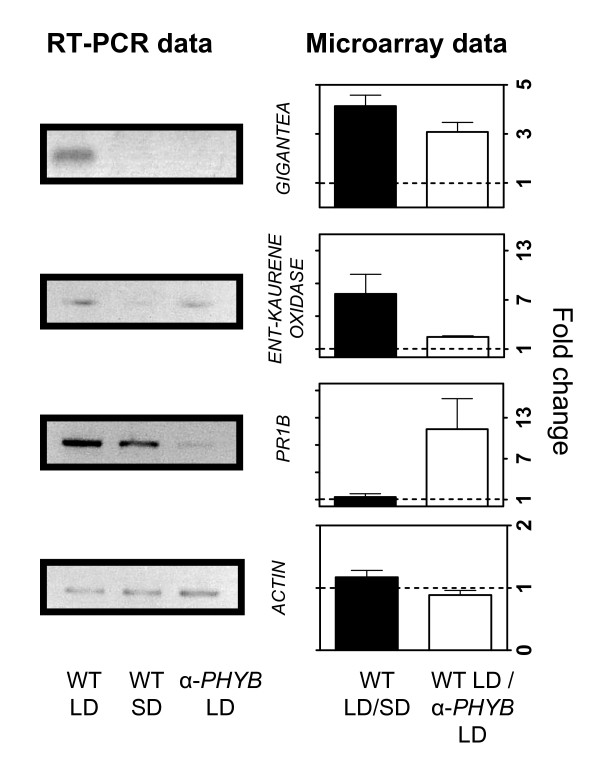
**RT-PCR and microarray expression data of selected genes showing different patterns of phyB and photoperiodic regulation of expression**. The expression of *GIGANTEA*, *ENT-KAURENE OXIDASE*, *PR1B *and *ACTIN *was analyzed by RT-PCR in wild-type plants grown under LD or SD conditions, as well as in α-*PHYB *grown under LD. RT-PCR data is shown on the left panels and the corresponding microarray data for each gene is displayed on the right panels.

Gibberellins accumulate under LD in potato and inhibit the tuberization process [10]. Here we found that a gene encoding the enzyme ent-kaurenoic acid oxidase, which controls an early step in the gibberellin biosynthetic pathway, was up-regulated under LD compared to SD conditions and in wild-type plants compared to plants with reduced phyB levels (Figure 4). Thus, ent-kaurenoic acid oxidase may be one of the biochemical steps of the GA metabolic pathway through which photoperiod regulates gibberellin biosynthesis and tuberization in potato.

To validate the microarray data we analyzed the expression of genes differentially regulated by photoperiod and/or phyB through RT-PCR. Indeed, we confirmed that the expression of *GIGANTEA *and *ENT-KAURENOIC ACID OXIDASE *genes was higher in plants grown under LD compared to SD. The expression of *GIGANTEA *and, to a lesser extent, the expression of an *ENT-KAURENOIC ACID OXIDASE *gene was also higher in wild type plants than in plants with reduced phyB levels. Finally, the expression of a *PR1b *gene was higher in wild-type plants than in α-*PHYB *plants, but was not affected by photoperiod, as observed in the microarray data (Figure 4).

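Both clones of PR1B had mean log2 LD/SD ratios below the 2-fold limit, and both passed the test of the mean. The clone with spot 147859 had a ratio of 0.88 (standard error 0.16, n = 6, adjusted p = 0.00139 from limma), positive in 6 of 6 replicates. The clone with spot 159490 had 0.73 (standard error 0.25, n = 6, adjusted p = 0.0331 from limma), positive in 4 of 6 replicates, and did not pass with the methods' t-test, from 1 day of SD alone or without replicate 3 (0.37). The values after 1 day of SD ran from -0.22 to 1.33 over both clones, and those after 15 days from 0.57 to 1.67.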

### Transcriptomic changes in response to photoperiod in tobacco

A change from LD to SD, in addition to promoting tuberization in potato, also induces flowering in *Nicotiana tabacum *MM [11]. In order to evaluate the degree of conservation and divergence in the transcriptomic responses to photoperiod in closely related species, we evaluated the changes in gene expression that took place when plants of *Nicotiana tabacum *MM grown under LD were transferred to SD conditions, using the same experimental protocol described for potato plants. Because microarrays specific for *Nicotiana tabacum *are not available, gene expression results were obtained by hybridizing tobacco samples to *Solanum tuberosum *arrays. 

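Leaf RNA of MM plants kept in LD was hybridized against RNA of plants moved to SD for 1 or 15 days, with 3 biological replicates each, the LD sample always in Cy3. Between 5169 and 7333 clones had a value on each of the 6 arrays, fewer than with potato RNA, and 4355 had a value on all 6 and were tested as for potato. Replicate 2 of both days stood apart from the others: its 2 arrays had an r of 0.745 with each other and -0.13 to 0.30 with the other 4 arrays, across clones. Same-numbered arrays of the 2 days shared deviations from the mean of their day, with r of 0.541, 0.753 and 0.514. The 6 replicates are thus not fully independent, and the standard errors and p-values for MM can be too small.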

Recent experiments have indicated that cross-species hybridization give results that closely match those obtained with species-specific probes when fold changes in expression between control and treatments are analyzed within a given species [27].

As observed in potato plants, most of the genes whose expression was higher under LD compared to SD in *Nicotiana tabacum *MM were associated with photosynthesis, phenylpropanoid metabolism, carbohydrate metabolism (starch and sucrose biosynthesis) and oxidative stress (Figure 5; Additional file 5). 

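In MM, 85 clones were higher in LD and 58 in SD at a change of at least 2-fold. GBSS, the granule-bound starch synthase, was higher in LD with a mean log2 LD/SD ratio of 1.10 (standard error 0.26, n = 6, adjusted p = 0.024 from limma). It was positive in 5 of 6 replicates and still passed in 15 of 18 alternatives, with ratios from 0.82 to 1.54 when a replicate was left out. PPO, a polyphenol oxidase, had a ratio of 1.98 (standard error 0.40, n = 6, adjusted p = 0.0145 from limma). SHKA, DAHP synthase, the entry enzyme of the shikimate pathway that feeds phenylpropanoid synthesis, had 1.61 (standard error 0.20, n = 6, adjusted p = 0.00264 from limma), positive in 6 of 6 replicates. Both clones of DHAR2, a dehydroascorbate reductase, were higher in LD, with ratios of 0.72 and 0.88. Neither clone of CAT1 passed the test, and none of the 4 PSBR clones did.
Without replicate 2, 268 clones were called, of which 119 were among the 143. From 1 day alone, 5 clones were called.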

The majority of the genes up-regulated under SD compared to LD included those encoding cell wall modifying enzymes as well as genes associated with biotic stress responses (Figure 5, Additional file 5).

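STUGE51, the UDP-glucose epimerase, was higher in SD in MM on both of its clones, by about as much as in potato. The clones were 3.99-fold (standard error 0.22 on the log2 scale, n = 6, adjusted p = 0.00183 from limma) and 4.05-fold (standard error 0.19, n = 6, adjusted p = 0.00125 from limma) higher in SD, in 6 of 6 replicates. The largest changes towards SD reached -3.45, for the clone with spot 158627, and -2.97, for the clone with spot 137151, neither of which has a gene name in the annotation. Of the 94 tested clones with a symbol other than a locus number, 3 were higher in SD and 16 in LD, and 75 did not pass the test.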

**Figure 5:**
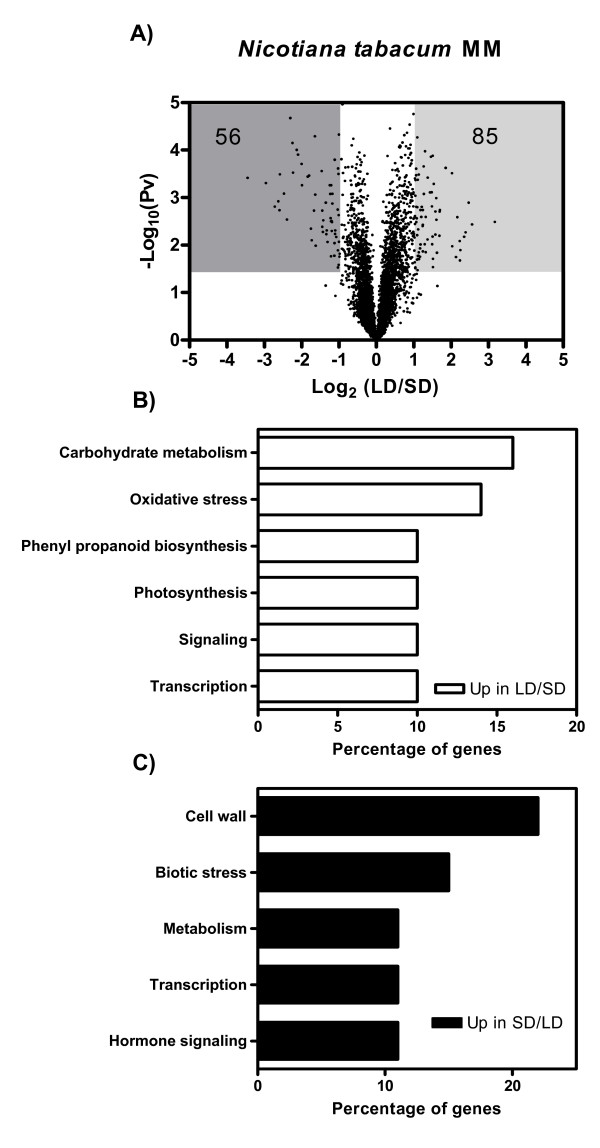
**Effect of photoperiod on gene expression in *Nicotiana tabacum *MM**. A) Volcano plot of log_2 _transformed expression ratios (LD/SD) plotted against the negative log_10_-transformed p-value from a one-sample t-test. Shaded areas highlight the genes showing a statistically significant difference in gene expression of at least two fold. The numbers indicate the genes present in the shaded area. B) Percentage distribution of functional categories corresponding to genes whose expression decreased in plants transferred from LD to SD conditions. C) Percentage distribution of functional categories corresponding to genes whose expression increased in plants transferred from LD to SD.

The expression of several genes encoding transcription factors and signalling molecules was affected when the plants were changed from LD to SD, and may mediate some of the developmental as well as physiological responses to photoperiod. For example, the expression of *GIGANTEA *was up-regulated under LD (Additional file 5), and this change is likely to contribute to the photoperiodic regulation of flowering [28]. In addition, a gene whose expression was down-regulated more than 4 fold after transferring the plants from non inductive LD to inductive SD encodes a CCAAT transcription factor (Additional file 5). The gene with the highest degree of similarity in *Arabidopsis thaliana *is *At5g12840*, which encodes a HAP2 protein that delays flowering when over-expressed in transgenic plants [29]. Thus, down-regulation of the HAP2 homologue in *Nicotiana tabacum *MM could be involved in the promotion of flowering by SD in these plants. Finally the expression of a gene encoding an EIN3 homologue is up-regulated under SD (Additional file 5). EIN3 homologues have been recently shown to promote the expression of several pathogen related proteins in tobacco [30]. Thus the enhanced expression of an EIN3 homologue may be causing the overrepresentation of biotic stress related genes in tobacco plants transferred to SD.

In spite of the significant overlapping in functional categories regulated by photoperiod in tobacco and potato, only 35% of the genes regulated by photoperiod in tobacco were significantly regulated by photoperiod in potato. In particular, many of the phenylpropanoid and biotic stress-associated genes regulated by photoperiod in tobacco were not affected in potato (or were affected to a significantly lesser extent) and the opposite occurs for many genes associated with the photosynthetic process and cell-wall modifying enzymes (Figure 6, Additional file 6).

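The clones that photoperiod changed in MM mostly moved the same way in potato. Of 135 called MM clones that were also tested in potato, 51 were called there, all in the same direction, which is 37.8% (Wilson 95% interval for the sampling of clones, 30.0% to 46.2%). Of these, 29 were higher in LD and 22 in SD, where independent lists would share 2.54 and 0.92 (Fisher's exact test over 4250 clones, two-sided p = 3.25e-34). Clones are not independent units, and this p does not measure the spread between replicates. By sign alone, 130 of the 135 MM clones had the same direction in potato, and the mean ratios of the species had a Pearson's r of 0.791 across them. GBSS and STUGE51 were among the clones called in both. The share was 19.7% without replicate 2, when the MM list grew to 268 clones, and 20.0% from 1 day alone, when it held 5.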

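SHKA, the DAHP synthase, responded to photoperiod in MM and not detectably in potato. Its mean log2 LD/SD ratio was 1.61 in MM and -0.09 in potato, a difference (potato minus MM) of -1.70 (adjusted p = 0.000785 from limma). For LPD2, the ratio was 1.24 in potato and 0.28 in MM, a difference of 0.95 (adjusted p = 0.013), just under the 2-fold limit. PPO had ratios of 0.75 in potato and 1.98 in MM, and the difference of -1.23 did not pass the test (adjusted p = 0.187). Over 4250 clones measured in both species, 110 differed by at least 2-fold between them, of which 76 were called in potato alone, 28 in MM alone and 6 in both. The ratio was higher in potato for 79 and higher in MM for 31. The replicates had a median r with each other of 0.296 in MM and 0.740 in potato. Calls in potato alone can therefore depend on the larger spread in MM, whose RNA was measured on potato clones. Random groupings of single arrays gave up to 75 such clones. Those of whole replicate numbers gave up to 27, and are too few to test chance.
Without replicate 2, 170 clones differed, and from 1 day alone 12.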

**Figure 6:**
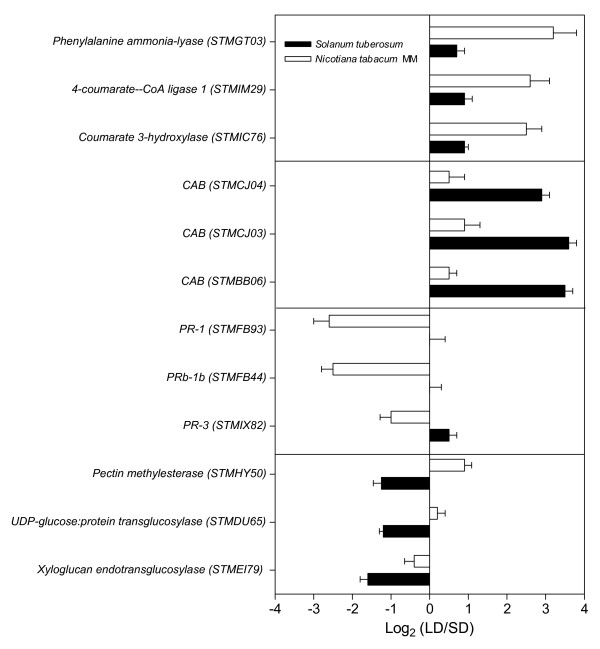
**Comparative analysis of the effect of photoperiod on gene expression between *Nicotiana tabacum *MM and *Solanum tuberosum *spp. Andígena**. The genes displayed belong to functional categories containing at least three genes showing differential regulation by photoperiod between potato and tobacco. For each functional category, the three genes with the highest change in expression in response to photoperiod are presented.

### Genes with opposite photoperiodic regulation in Nicotiana biotypes with contrasting flowering response types

Many *Nicotiana *species and cultivars exhibit different floral responses to photoperiod. *Nicotiana tabacum *cv Hicks flower at the same time under LD and SD conditions, *Nicotiana tabacum *cv Hicks MM flower only under SD, whilst *Nicotiana sylvestris *flower only under LD [31]. Grafting experiments show that the substances that promote or inhibit flowering can be transferred among plants irrespective of their response type, indicating that the inhibitory or stimulatory substances are similar or identical [31]. To identify genes whose expression could be associated with the regulation of the floral transition, we compared the transcriptional changes that took place in the leaves of the *Nicotiana *biotypes described above, when the plants were transferred from non-inductive to inductive conditions. 

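Hicks and MM plants moved from LD to SD and N. sylvestris plants moved from SD to LD were compared with plants kept in the first condition, after 1 and 15 days, with 3 biological replicates each, so 6 arrays per biotype. The channel descriptions in the labels put LD in Cy3 for MM and Hicks and SD in Cy3 for N. sylvestris, whose deposited ratios were therefore turned to LD/SD, and no Nicotiana array had exchanged dyes. The titles of the N. sylvestris samples instead name a transfer from LD to SD, which the paper does not. The turned ratios have the signs of matching values in Additional file 7 of the paper, so the sign of every N. sylvestris ratio is that of the channel descriptions and the paper. Clones with a value per array numbered 5250 to 7157 in Hicks and 3602 to 4873 in N. sylvestris, and 2111 clones had a value on all 18 arrays. The biotypes were compared by limma's F-test.
The N. sylvestris replicates did not run together. Replicate 1 of 15 days and replicate 2 of 1 day had an r of -0.34 across clones, while replicate 1 of both days had 0.853. With 15-day replicates 2 and 3, the 1-day replicates 2 and 3 had positive r, from 0.0862 to 0.307. In N. sylvestris 26 clones were higher in LD and 16 in SD, of 2314 tested, and with no limit on size 61 and 135. From 15 days alone 94 and 20 were called, and from 1 day alone 0 by limma (42 at the unadjusted p). The 42 calls fell to 5 at an adjusted p limit of 0.05, to 0 by limma without replicate 3 (79 at the unadjusted p) and to 1 with the replicate number as a random block, which was chosen after seeing the data. In Hicks 23 clones were higher in LD and 28 in SD, of 3914, in all 51, against 12 from 15 days alone, 139 from 1 day alone and 24 with the methods' t-test and Benjamini-Hochberg adjustment. STUGE51 was higher in SD in Hicks too, with mean log2 LD/SD ratios of -1.20 and -1.40, and was not measured on all N. sylvestris arrays.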

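Of 2111 clones measured in all 3 biotypes, 60 differed among them and were changed at least 2-fold in at least 1. Of clones with a gene symbol, IAA2, an Aux/IAA protein of auxin signalling, had mean log2 LD/SD ratios of 0.47 in MM, 0.40 in Hicks and -0.89 in N. sylvestris (adjusted p = 0.00362 from limma). A clone of METK1, S-adenosylmethionine synthetase, had 0.57, 0.25 and -0.66 (adjusted p = 0.00144), and a clone of PSBR had 0.30, 0.40 and -0.50 (adjusted p = 0.02). The clone of BRP1 ran the other way, with -0.08, 0.01 and 0.81 (adjusted p = 0.00489). These 4 passed the F-test and stayed below the 2-fold limit. For IAA2 and these clones of METK1 and PSBR, the ratio of Cy3 over Cy5 was positive in all 3 biotypes. Cy3 held the plants that were not moved in each. A dye effect, an effect of the transfer and a difference between biotypes are therefore not separated. The other 7 METK1 clones had positive ratios in N. sylvestris, from 0.42 to 1.08, and did not pass the F-test. Across all clones, MM and Hicks had a Pearson's r of 0.893 and MM and N. sylvestris of 0.0432. MM and Hicks had the same dyes for LD and SD and the same direction of transfer, and N. sylvestris differed in both. These r values therefore do not measure the likeness of the biotypes alone.
From 15 days alone 2 clones differed, from 1 day alone 64, and with the dye term of the potato dye-swap pair subtracted 29. With the replicate number as a random block, chosen after seeing the data, 25 differed. When whole replicate numbers were regrouped at random, 6 of 100 groupings, the real one included, gave at least 60, so chance is not excluded.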

Using ANOVA we found 52 genes for which the photoperiodic regulation of expression was significantly different among biotypes and showed at least a two fold change in expression in one of them (Additional file 7). 

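The 60 clones differed mainly through 1 of the species. A change of at least 2-fold was seen in MM and not in N. sylvestris for 34 clones, in N. sylvestris and not in MM for 16, in both for 5 and in neither for 5. MM and Hicks had the same sign for 56 of the 60.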

The majority of these genes showed at least a two fold change in expression in either *Nicotiana tabacum *MM or *Nicotiana sylvestris*, but not in both species simultaneously, making uncertain whether they played a role in the contrasting photoperiodic regulation of flowering time among species. In contrast, four genes were up-regulated more than two fold under LD in *Nicotiana tabacum *MM (a SD plant) and under SD in *Nicotiana sylvestris *(a LD plant), suggesting that they might act as repressors of the floral transition in these plants (Figure 7). These genes encode a β-ZIP transcription factor, a serine acetyltransferase, and two proteins of unknown function. 

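In MM 3 clones were higher in LD and in N. sylvestris higher in SD, each by at least 2-fold. The clone with spot 137181 had mean log2 LD/SD ratios of 2.03 in MM, 1.19 in Hicks and -1.51 in N. sylvestris (adjusted p = 0.00144 from limma). The clone with spot 142683 had 1.24, 0.77 and -1.75 (adjusted p = 0.00223 from limma). A further clone met the description at a size of 0.95, the lowest in the paper's tables, and no clone ran the other way. None of the 4 has a gene name in the annotation. LD was in Cy3 in MM and SD in Cy3 in N. sylvestris, so given as Cy3 over Cy5 the ratios of these clones were positive in both species. In both, Cy3 held the plants that were not moved, so an effect of the transfer itself is not separated from a difference between the species. After subtraction of the dye term measured on the potato dye-swap pair, 0 clones met the 2-fold limit in both species, and with the sign of the 1-day replicates 2 and 3 of N. sylvestris turned, which was chosen after seeing the data, 1 did. From 15 days alone 0 clones met it, and from 1 day alone 5. From the higher expression in the non-inductive condition of both species, the paper proposes that its 4 genes may repress the floral transition. Which clones here correspond to them was not settled, since the deposited rows carry no clone names and values were matched for the sign only.

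**Figure D2:**
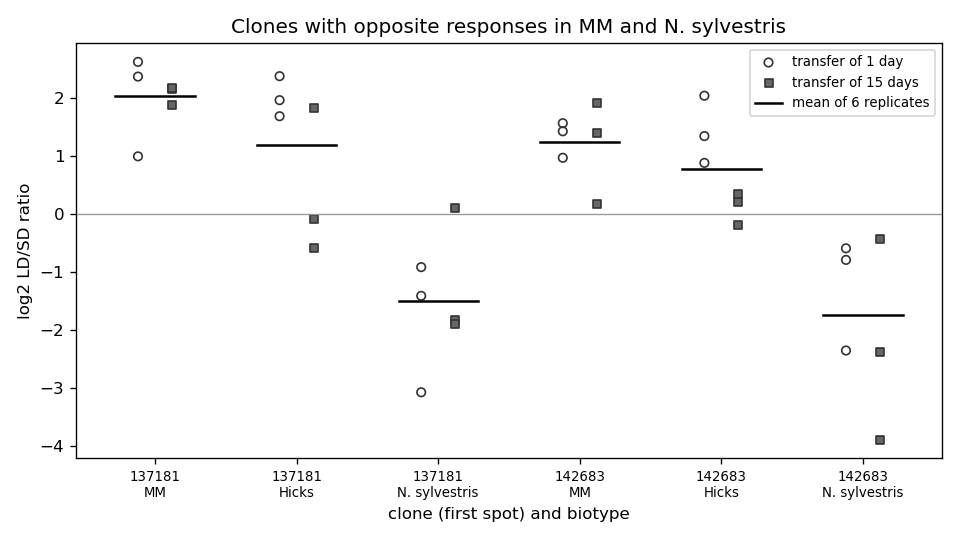
Log2 LD/SD ratio (vertical axis) of 2 clones in MM, Hicks and N. sylvestris (horizontal axis), 1 point per replicate, open circles for 1 day and filled squares for 15 days, with a line at the mean. The 6 MM points of each clone lie above 0, and the N. sylvestris points lie below 0 apart from 1 at 0.10.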

The expression of the β-ZIP transcription factor, as well as the expression of one unknown gene (cDNA STMGG84), was also regulated by photoperiod and phyB in potato (Additional files 2 and 3), suggesting they may regulate the tuberization process.

**Figure 7:**
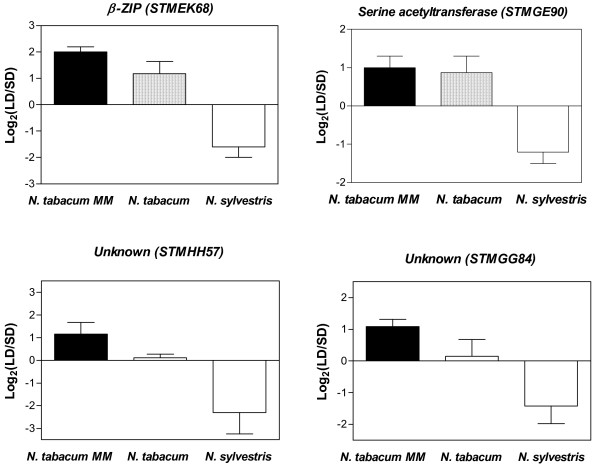
**Genes showing opposite responses to photoperiod in *Nicotiana *biotypes with contrasting photoperiodic regulation of flowering time**. Log_2 _transformed expression ratios (LD/SD) of selected genes in *Nicotiana tabacum *MM (a short-day plant), *Nicotiana tabacum *(a day-neutral plant) and *Nicotiana sylvestris *(a long-day plant).

### Light induced changes in gene expression in tomato seeds

To expand the range of light-regulated developmental processes and species investigated we analyzed transcriptional changes associated with the promotion of tomato seed germination by red compared to far-red light perceived by the phytochrome photoreceptors [12]. For this we exposed tomato seeds to short pulses of red or far-red light for 3, 6 or 9 hours, extracted total RNA from whole seeds, and used the RNA to analyze gene expression with potato cDNA microarrays. Using this approach we could identify only 4 genes regulated more than 1.5 fold by light (Additional file 8). The reduced impact of light on gene expression in tomato seeds, compared to its larger effect in potato and tobacco leaves, could be due to the fact that regulation of germination in tomato most likely involves molecular changes taking place specifically in a few cells in the micropylar region of the endosperm [32], but we used total RNA extracted from whole seeds for our analysis. In addition, it is likely that some of the genes involved in the regulation of seed germination are specifically expressed in seeds, and are not represented in the potato cDNA microarray. In spite of the limitations just described, some of the genes identified are likely to have a role in the promotion of germination by red light. One of the genes up-regulated in red compared to far-red light encodes a glucan endo-1,3-beta-glucosidase, and increases in the protein levels of a similar protein have already been reported to occur in tobacco and *Arabidopsis thaliana *seeds during germination [33]. The increase in expression of this glucan endo-1,3-beta-glucosidase may play a role hydrolizing the cell walls of endosperm cells, thus facilitating radicle emergence. Interestingly, the other gene up-regulated by red compared to far-red light in tomato seeds encodes a homologue of *GIGANTEA*, which we found to be regulated by photoperiod and phyB in potato and by photoperiod in the leaves of tobacco plants (Figure 4). Regulation of *GIGANTEA *expression by red compared to far-red light in tomato seeds was confirmed by RT-PCR (Figure 8), indicating that its control by light is indeed conserved across species and developmental contexts.

**Figure 8:**
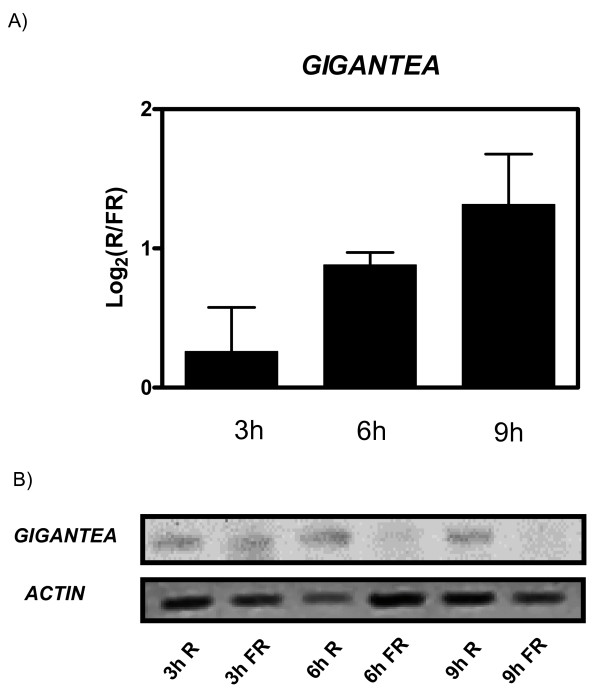
**Effect of R compared to FR on the expression of *GIGANTEA *in tomato seeds**. A) microarray and B) RT-PCR expression data for *GIGANTEA *in tomato seeds exposed for 3, 6, or 9 hours to contrasting R and FR treatments.

## Discussion

DNA microarrays have been used recently to analyze transcriptional changes associated with photomorphogenic processes in plants, with the majority of them conducted in *Arabidopsis thaliana*. Here we expanded the application of functional genomic approaches to photomorphogenic studies, by using potato cDNA microarrays developed by TIGR to characterize transcriptional changes taking place in different species of the Solanaceae, in response to different light treatments, and across several developmental contexts.

### Acclimatization to seasonal changes in potato and tobacco

Whilst significant progress has been made in recent years towards understanding the molecular mechanism of the photoperiodic regulation of flowering time [34], little is known about more general biochemical and physiological acclimatization responses to changes in photoperiod that allow plants to cope with seasonal variations in light intensity, temperature and humidity. Furthermore, although it is well established that the perception of photoperiod takes place in the leaves [35], no single study has analyzed so far the effect of photoperiod on gene expression levels in the leaves of any plant species.

In this study we have identified hundreds of genes whose expression differed between the leaves of plants grown under LD and SD conditions, when compared 14 hours after the beginning of the photoperiod (i.e. 2 hours before lights off in LD and 6 hours after lights off in SD). These differences in expression could result from direct effects of light on gene expression, and/or from interactions between light and the circadian clock (e.g. from effects of light on the amplitude and/or phase of circadian rhythms in gene expression). An evaluation of gene expression data spanning a complete day would be required to investigate the above options in more detail.

Many genes associated with the photosythetic apparatus and the synthesis of protective pigments were down-regulated under SD compared to LD conditions. Genes associated with redox metabolism were also down-regulated in SD compared to LD. All the above indicates that a major part of the transcriptional changes taking place during the transition from LD to SD is associated with a reduction in the synthesis of proteins that cooperate to convert solar into chemical energy, as well as in pigments and redox regulating enzymes needed to protect plants from the damaging effects of excess of radiant energy that plants receive under LD. These results are in agreement with a recent study conducted in *Arabidopsis thaliana*, showing that the endogenous system that measures day-length interacts strongly with redox regulatory mechanism [36]. The later study shows that plants grown under LD constitutively display systems for the prevention of oxidative damage and show no further responses to increases in radiant energy. On the other hand, plants grown under SD invest less resources in preventing oxidative damages when grown under low to moderate irradiances, but show strong increases in antioxidant mechanisms when exposed to high levels of radiant energy [36].

Another interesting observation from our microarray dataset was that genes associated with aminoacid catabolism were up-regulated under SD compared to LD in potato plants. Up-regulation of this gene class has already been reported to occur in *Arabidopsis thaliana *in response to extended darkness and sugar starvation[37]. Our results suggest that an increase in aminoacid catabolism genes is a general acclimatization response that may help plants adjust carbon and energy metabolism in response to sugar starvation conditions associated with the shortening of the day. Candidate genes to mediate the regulation of the above changes are those encoding subunits of AMP-activated kinases, whose expression also increased under SD. Interestingly, it has been reported recently that a *Physcomitrella patens *mutant lacking two AMP-activated kinases only grows well under continuous light but is unable to grow under light-dark cycles [38]. Therefore, changes in transcript levels of genes encoding AMP-activated kinases may play a significant signaling role adjusting the carbon and energy metabolism of plants to the low energy condition resulting from short photoperiods.

### Evolutionary origins of the photoperiodic regulation of the transcriptome in the Solanaceae

The comparison of transcriptomic responses to changes in photoperiod in potato and tobacco offered an interesting opportunity to explore the evolutionary origins of light regulated responses in the Solanaceae. It is generally believed that similar phenotypes in closely related species are the consequence of conserved evolutionary processes. Indeed, several genes associated with redox homeostasis, sugar metabolism and the photosynthetic process were similarly regulated by photoperiod in potato and tobacco, suggesting an ancient evolutionary origin for the regulation of those metabolic and physiological processes. However, a common adaptive response to a similar environmental challenge can also arise through convergent evolutionary processes involving different molecular mechanisms. One of the most common responses of plants to the excess of light to which they are exposed during the LD of the summer is the accumulation of protective pigments derived from the phenylpropanoid biosynthetic pathway. Here we show that several of the genes associated with the phenylpropanoid biosynthetic pathway that were regulated by photoperiod differed between tobacco and potato plants. For example, the expression of a gene encoding a phenylalanine ammonia-lyase enzyme was strongly regulated by photoperiod in tobacco but not in potato. The converse occurred for a gene encoding a flavonoid 3'-hydroxylase enzyme (Additional file 9). These observations strongly suggest that the molecular mechanisms leading to the accumulation of pigments that can protect plants from the excess of radiant energy during the summer might be the result, at least in part, of independent but convergent evolutionary processes in potato and tobacco. A similar phenomenon has been described in mice, where the evolution of the pigmentation phenotype in two closely related species appears to have a different genetic origin [39,40].

### GIGANTEA, a signaling component associated with multiple phytochrome-regulated developmental processes in the Solanaceae

The photoperiodic regulation of tuberization in potato is a well studied process at the physiological level, but the molecular mechanisms underlying it are only beginning to be understood [10,41]. PhyB has been shown to inhibit tuberization under LD, promoting the synthesis of an inhibitor of the tuberization process, although the molecular nature of this inhibitor remains elusive [42]. We found that, among the 416 different genes (represented in 441 cDNA clones) whose expression was regulated by photoperiod in potato leaves, 15 genes were also regulated by phyB. Among these we found *GIGANTEA*, a gene that promotes flowering in *Arabidopsis thaliana*. *GIGANTEA *positively regulates the expression of *CONSTANS*, a transcriptional regulator that promotes floral induction when its protein accumulates above a threshold level. Indeed, over-expression of the *Arabidopsis thaliana CONSTANS *gene in potato plants delays tuberization [10]. Since tuberization is induced under SD, the up-regulation of *GIGANTEA *under LD compared to SD is likely to repress the tuberization process, presumably through the regulation of *CONSTANS *expression.

Interestingly, we also found *GIGANTEA *as one of the genes whose expression was up-regulated by red light in tomato seeds. In agreement with this observation, we have observed that, at least in *Arabidopsis thaliana*, *GIGANTEA *mediates the promotion of germination triggered by light pulses perceived by phytochrome A[43]. The results presented here suggest that, at least in tomato, *GIGANTEA *may mediate the red-light promotion of germination that is expected to be controlled by phyB. *GIGANTEA *has already been shown to play a positive role in phyB mediated de-etiolation in *Arabidospsis thaliana *[44]. Furthermore, our results show that the expression of *GIGANTEA *is regulated by phyB in the leaves of potato plants. Thus, *GIGANTEA *is likely to play a key role mediating different phytochrome regulated processes in different species.

### Identifying candidate photoperiodic regulatory genes through comparative functional genomics

Changes in photoperiod regulate flowering time in many species [35]. Most of the genes that mediate the photoperiodic regulation of flowering have been identified during the last decade through forward genetic approaches using *Arabidopsis thaliana *and rice as model systems. The identification of photoperiodic regulated genes can also be a useful approach to find new flowering time genes. However, genes whose expression is regulated by photoperiod may not only act regulating developmental transitions, but also other unrelated physiologic and metabolic processes. One way of overcoming the above problem is comparing gene expression in plants with contrasting photoperiodic responses and identifying those genes whose expression correlates with the final response (promotion or repression of floral transition), rather than with the actual photoperiodic condition under which the plants are growing. An example of such gene is *FT*, whose mRNA increases in the leaves of the long-day *Arabidopsis thaliana *plants under LD conditions, whilst the mRNA of an *FT *orthologue increases under SD in the leaves of the short-day rice plants [26]. Another example is the *FLOWERING PROMOTING FACTOR 1 *gene from tobacco, whose overexpression accelerates flowering in *Nicotiana *species with contrasting photoperiodic response types [45]. Furthermore, the expression of this gene increases in the apices of the SD plant *Nicotiana tabacum *MM during growth under SD, as well as in the apices of the LD plant *Nicotiana sylvestris*, when the later is grown under LD [45].

Here we compared global changes in gene expression in the SD plant *Nicotiana tabacum *MM and in the LD plant *Nicotiana sylvestris*, when the plants were moved from non-inductive to inductive conditions for the floral transition. This approach allowed us to identify four genes whose expression was anti-correlated with the floral induction process. One of the genes identified encodes a β-ZIP transcription factor. In *Nicotiana tabacum *MM, the expression of this gene was higher under LD compared to SD, and in *Nicotiana sylvestris *its expression was higher under SD compared to LD. Thus, this gene is likely to encode a repressor of the floral transition. In principle, a transcription factor repressing the floral transition could operate promoting the expression of a floral inhibitor or repressing that of a floral promoter. Transmission of flower-promoting materials through grafting experiments have been demonstrated for both *Nicotiana tabacum *MM and *Nicotiana sylvestris*, whilst transmition of flower-inhibiting substances have only been observed for *Nicotiana sylvestris *[31]. The latest observation suggests that the β-ZIP identified here might repress the expression of a floral-promoting factor in both *Nicotiana *species.

Physiological as well as molecular evidence indicates that the factors mediating the photoperiodic regulation of flowering and tuberization may be similar or identical [10,46]. If this were the case, some of the genes that we identified as candidates to regulate flowering time in *Nicotiana *species may also be candidates to control tuberization in potato. Interestingly, we found that the expression of the β-ZIP transcription factor decreased in the leaves of potato plants that were transferred from LD to SD and was also higher in WT plants compared to transgenic plants with reduced phyB levels. Thus this gene is a good candidate to act not only as a flowering time regulator but as general regulator of photoperiodic responses in the Solanaceae. Reverse genetic approaches are under way to evaluate the role of this β-ZIP transcription factor in the photoperiodic control of plant development.

## Conclusion

The use of cDNA microarrays allowed us to identify hundreds of genes that were regulated by light in different species of the Solanaceae. Many genes were regulated by photoperiod in potato, and a few of those were also regulated by phyB (the main photoperiodic photoreceptor controlling tuberization), making them good candidates to act as developmental regulators. The comparison of photoperiodically regulated genes between potato and tobacco revealed conserved, but also species-specific responses, showing that adaptations to changes in the light environment have evolved multiple times and represent a mixture of ancient as well as recent evolutionary processes. Finally, we found a few genes regulated by light across developmental contexts and species. Some of these are homologues of genes previously found to play critical roles in light signaling in *Arabidopsis thaliana *and rice, whilst others are proposed to play regulatory roles in light signaling for the first time in this work. Thus, the use of a comparative functional genomic approach appears to be a useful tool to enhance our understanding of the evolutionary mechanisms underlying adaptation of plants to changes in the light environment, as well as to identify signaling regulators.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MJY and JJC developed the experimental design. MR and HOG conducted the experiments. MR, HOG, JAC, JJC and MJY analyzed the data. MR, JJC and MJY drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Correlative analysis of the effect of 1 or 15 SD on gene expression in potato plants.** XY graph comparing the expression ratios (log_2_LD/SD) of potato plants transferred from LD to SD conditions for 1 (x-axis) or 15 (y-axis) days. Click here for file

Additional file 2 **Effect of photoperiod on gene expression in potato.** Table of genes whose expression was considered to be significantly affected by photoperiod in potato plants. Click here for file

Additional file 3 **Effect of phyB on gene expression in potato.** Table of genes whose expression was considered to be significantly affected by phyB in potato plants. Click here for file

Additional file 4 **Overlapping effects of photoperiod and phyB on gene expression in potato.** Table of genes whose expression was considered to be significantly affected by photoperiod and phyB in potato plants. Click here for file

Additional file 5 **Effect of photoperiod on gene expression in *Nicotiana tabacum *MM.** Table of genes whose expression was considered to be significantly affected by photoperiod in *Nicotiana tabacum *MM. Click here for file

Additional file 6 **Contrasting regulation of gene expression by photoperiod in potato and tobacco.** Table of genes whose expression was considered to be differentially affected by photoperiod between potato and tobacco plants. Click here for file

Additional file 7 **Genes differentially regulated by photoperiod among *Nicotiana *biotypes.** Table of genes whose expression was considered to be differentially affected by photoperiod among *Nicotiana *biotypes with contrasting photoperiodic regulation of flowering time. Click here for file

Additional file 8 **Effect of phytochrome on gene expression in tomato seeds.** Table of genes whose expression was considered to be significantly affected by red compared to far-red light in tomato seeds. Click here for file

Additional file 9 **Contrasting response to photoperiod in potato and *Nicotiana tabacum *MM.** Expression data corresponding to genes of the phenylpropanoid biosynthetic pathway that showed differential responses to photoperiod between potato and tobacco. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

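RNA of leaves (for potato, leaves and petioles by the paper) of potato, of N. tabacum Hicks and MM and of N. sylvestris was measured on 28 potato cDNA arrays with 2 colours, which make 27 biological replicates and 1 repeat with exchanged dyes. The authors' processing gave LOWESS-normalized values, and the deposited table holds log2 ratios to 3 decimals; the table used here has no scanner intensities. Array medians of the deposited ratios lay between -0.037 and 0.07 over clones, and no further scaling of the deposited values is stated.

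Of 32448 spots, 20862 had a value on at least 1 array. The probe annotation lists 905 pairs of spots that share accessions, at spacings of 844 and 1859 spots; these spacings give 15360 pairs, which contain all 905, and the 1728 spots outside them have no value on any array. The spots of a pair had a median r of 0.890 per array and were averaged, giving 10684 clones with a value. The annotation names 1810 probes, 1630 with 1 gene symbol and 180 with several; 815 clones have 1 symbol, and for 157 it is not a locus number. No description of the other clones is paired with the deposited rows. The clones that the paper gives by clone identifier could therefore not be located by name, and the planned functional lists were not run. The comparisons, thresholds and most alternatives, and a rule for naming genes, were set before the data were examined. The rule takes every clone the paper names by its identifier, every GIGANTEA clone, in each comparison the 10 called clones with the largest mean ratio in each direction and the same sign in every replicate, in the comparisons between species and among biotypes the 10 called clones with the smallest p, and up to 4 members of each functional list; values in the paper's tables had been seen when it was written. It yields mostly clones without a gene name, of which only a few are given, by spot number. The genes named by symbol otherwise were chosen after their values were seen.

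The direction of the deposited ratios is not stated. Cy3 over Cy5 was taken because F3H, GBSS, STUGE51 and PR1B then have the paper's signs, which are therefore not independent of the paper. With the dyes in the labels, potato, MM, Hicks and phyB ratios are given as deposited (LD/SD, WT/α-PHYB) and N. sylvestris ratios are turned; the titles of the N. sylvestris samples name a transfer from LD to SD, against their channel descriptions and the paper, which were followed. The repeat with exchanged dyes had an r of 0.784 with its partner as deposited, so its sign had already been turned. The direction for N. sylvestris was also checked by the sign of matching values in Additional file 7; no clone was named from that match. The difference of the 2 arrays of the dye-swap pair, divided by 2, gave a dye term for 8388 clones (SD 0.182).

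Mean ratios were tested against 0 with lmFit and eBayes (limma 3.58.1, R 4.3.3), each comparison on its own arrays, and groups were compared by the difference of 2 means or an F-test. The thresholds on p (0.05), on the false discovery rate (0.1) and on size (1 on the log2 scale) are those of the methods, with limma's p and the Benjamini-Hochberg adjusted p in place of the t-test and q-value. Clones needed a value in every replicate. The number of arrays limits the precision, and a clone with no value on an array has no level there. On simulated replicates 200 clones were changed by 1.5 log2 units. The fits recovered 198 of them for potato, 168 for phyB, 194 for MM, 197 for Hicks and 188 for N. sylvestris. At most 2 unchanged clones were called in each. The F-test and the test between species recovered 192 and 187, with 36 and 25 unchanged clones past the test before the size limit. The simulated arrays were drawn independently, with no deviations shared by same-numbered arrays and no dye effect. False calls in the data can therefore be more frequent.

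The replicate numbers pair the 1-day and 15-day arrays in potato, MM and N. sylvestris: the deviations of same-numbered arrays from the mean of their day had r of 0.410, 0.140 and 0.460 in potato, 0.541, 0.753 and 0.514 in MM, and 0.856, 0.716 and 0.604 in N. sylvestris, each over 0.1. In Hicks they had 0.307, -0.069 and 0.320. Replicates were taken as separate biological samples, as the methods state. Where the numbers pair the arrays, standard errors and p-values can therefore be too small. Alternatives were the methods' t-test with a q-value or Benjamini-Hochberg adjustment, other thresholds, centring, scaling, missing values, robust and shared variance, the dye-swap array, single days, day as a covariate, the replicate number as a fixed block, subtraction of the dye term, and each replicate left out; the replicate number as a random block, turned N. sylvestris arrays and both spots required were added after seeing the data. Tomato seed arrays are not part of the deposited table.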

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

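The tests of dye bias on the clones called here and of the sign of N. sylvestris arrays were chosen after the results were seen. So were those of other choices of sign. The test on the clones shared by photoperiod and phyB was set before. A test set before on the 4 clones of Fig. 7 was not run on them, since they cannot be located by name.

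Replicate 3 of 1 day stood far from the other 5 potato replicates for a clone of STUGE51, at -2.79 against -1.81 to -1.49, and for PKIN1, at -1.02 against -0.46 to -0.27. Among 24 groups of 6 tested, these 2 stood out, and chance gives about 1 in 20. SHKA differed between the species, with a difference (potato minus MM) of -1.70 on the log2 scale.

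The clones with spots 137181 and 142683 differed between N. sylvestris and MM, by -3.54 and -2.98 on the log2 scale (N. sylvestris minus MM). Their direction could come from a gene-specific preference for Cy3, since Cy3 held LD in MM and SD in N. sylvestris. For the 4 clones with a size of at least 0.95 the median dye term on the potato dye-swap pair was 0.692, over the 0.642 that is the 50% share of their Cy3 over Cy5 ratio, and goes with that explanation; for the 3 clones of at least 2-fold it was 0.499, under the 0.746 needed and over the bound of 0.25 that would argue against it. After subtraction of the dye term of each, the 4 clones had log2 ratios of 0.92, 0.82, 0.53 and 0.08 in MM and of -0.40, -1.33, -0.61 and -0.30 in N. sylvestris. The dye term rests on a single pair of arrays with potato RNA. The opposite flowering responses of the species stay open as a biological explanation. An effect of the transfer itself is not separated from it, since the plants that were not moved were in LD in MM and in SD in N. sylvestris.

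The clones shared by photoperiod and phyB were mostly higher in LD and in the wild type, both in Cy3. Their median dye term was -0.0005 over 55 clones, far below the 0.645 that a preference for Cy3 would need. This argues against dye bias as the cause of the shared list as a whole, but not for each clone. The dye terms of the 55 ran from -1.22 to 1.11 and spread more than those of all clones (SD 0.429 against 0.182). The highest was that of the clone with spot 137181. For all clones higher in the wild type the median dye term was 0.165, at percentile 84.4 of all clones, and after subtracting it 117 clones were called for phyB, 93 of them among the 203. A shared response to LD and to phyB stays open and was not tested further.

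In N. sylvestris, replicates 2 and 3 of 1 day ran against replicate 1 of both days, with r of -0.34 at the lowest. Their correlations with the dye term, 0.304 and 0.346, are of the sign of the other N. sylvestris arrays, but those of the 15-day Hicks replicates 1 and 2 were -0.04 and -0.27, so this does not decide whether the deposited sign of the 2 arrays was turned. Exchanged labels of the channels, plants that differed and the new day length itself stay open too. Turning both gave 61 calls against 42, so 2 of 32 choices of sign gave at least as many; turning whole pairs of same-numbered arrays gave at most 1, but 3 pairs are too few to test chance.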

How the results depend on the processing

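The random block, turned N. sylvestris arrays, both spots required and all tests of other signs or splits were chosen after the results were seen. Counts within 1.5 times of those reported came from 27 of 28 alternatives for potato, 22 of 26 for MM, 21 of 26 for Hicks, 7 of 15 for phyB and 10 of 27 for N. sylvestris; where counts moved, the cause was not tested. The number of arrays and the few clones measured in Nicotiana limit the depth.

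With no size limit the counts were 4655 for potato, 1182 for phyB, 811 shared, 984 for MM, 384 for Hicks, 196 for N. sylvestris (61 in LD and 135 in SD), 353 for biotypes, 301 opposite, 907 between species, and a share of 65.4%. The methods' t-test with a q-value gave 56 phyB clones, 10 shared, 27 for N. sylvestris and 0 between 1 and 15 days (365 at an unadjusted p); with Benjamini-Hochberg adjustment 0 phyB (147 at an unadjusted p), 0 shared, 24 Hicks, 7 N. sylvestris and 32 biotypes. With adjusted p of 0.05, N. sylvestris had 5 and biotypes 33. Scaled arrays gave 354 phyB, 91 shared, 91 MM and 80 Hicks clones. With values in most replicates N. sylvestris had 25. From 15 days alone, Hicks had 12, N. sylvestris 114, biotypes 2 and 0 opposite; from 1 day alone, Hicks 139, MM 5, N. sylvestris 0 by limma (42 at an unadjusted p), opposite 5, between species 12 and the share 20.0%. Subtracting the dye term gave 117 phyB, 13 N. sylvestris, 29 biotypes and 0 opposite. Without the dye-swap array 9 clones differed between days.

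Leaving out a replicate number, counts ranged from 0 to 381 (phyB), 0 to 85 (shared), 121 to 268 (MM), 0 to 6 (1 against 15 days), 26 to 66 (biotypes), 2 to 5 (opposite), 117 to 170 (between species) and 19.7% to 37.6% (share), and, over single arrays too, 0 to 73 for N. sylvestris; MM rose to 268 without replicate 2, phyB had 0 by limma without replicate 1 or 2 (231 and 177 at an unadjusted p) and 381 without replicate 3, and N. sylvestris 0 without replicate 3 (79).

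The replicate numbers as a fixed block leave the spread between numbers out of the error. They changed no count of called clones by over 1.5 times. At the unadjusted p, 585 clones then differed between 1 and 15 days, against 319 without the block. As a random block, which keeps that spread, the numbers left 1 N. sylvestris and 25 biotype clones. In Hicks the deviations of same-numbered arrays had r over 0.1 for only 2 of the numbers. For phyB no paired analysis was possible because each number has a single array. Both spots required gave 27 N. sylvestris clones, and turned N. sylvestris arrays 1 opposite clone. For 30 mean ratios, each of a named clone in 1 comparison, 558 values came from alternatives that can change them. Some clones, such as those of STUGE51, were counted in more than 1 comparison. Of the 558 values, 505 stayed on the same side of the threshold, 51 no longer passed, 2 now passed, and 0 changed direction.

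Other choices of sign per replicate gave at most 29 calls for Hicks (51), so 1 of 32 choices, the real one, reached 51. Those choices take the arrays as separate, while for 2 of the 3 Hicks numbers same-numbered arrays shared deviations with r over 0.1. Chance is therefore not excluded there. In potato, MM and N. sylvestris the numbers pair the arrays, and 3 pairs give 4 choices, too few; the highest other count was 0 for potato (420), and 71 for MM (143), from turning both arrays of a number. Between species (110, highest other 75, or 27 with whole numbers) 10 splits of whole numbers exist, too few. Among biotypes (60), splits of single arrays gave at most 49, and of whole numbers up to 80, with at least 60 in 6 of 100, so chance cannot be excluded. For phyB (203, highest other 0) and for 1 against 15 days (17, highest other 3) the 4 and 10 possible splits are too few. The functional lists and counts by gene in place of clone were not run, since no annotation text is paired with the clones.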

Differences from the paper's values

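The paper gives 46 clones higher in the wild type than in α-PHYB plants, and 150 were called here; of the alternatives set before the data were examined, the methods' t-test with a q-value (31) lies within 1.5 times of the paper's value, and every other one tried does not. For clones higher in α-PHYB plants, the paper's value is 28 and the value here 53, with 25 by the methods' t-test with a q-value and 35 after subtraction of the dye term within 1.5 times. The paper gives 15 clones shared by photoperiod and phyB, and 58 were found here, with 10 by the methods' t-test with a q-value; no other alternative set before the data were examined comes within 1.5 times. Storey's q-value was computed from the p-values here, and limma's p took the place of the t-test's in the counts of 150, 53 and 58.

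The paper states that genes of starch degradation were up-regulated in SD. Of the measured clones of AMYA1, R1 and STP-1, genes chosen after their values were seen, 4 of 4 passed the test towards LD. Their log2 LD/SD ratios ran from 0.22 to 0.81, and none reached the 2-fold limit by which the methods define regulated genes. Without a size limit, 2336 of the 8426 potato clones passed towards LD. STP-1 did not pass with the methods' t-test, nor in 9 of 20 alternatives in all. From 1 day alone neither it nor R1 passed. The paper's own clones of that group could not be located by name. The paper states, from RT-PCR as well as its arrays, that PR1b was not affected by photoperiod. Both PR1B clones passed the test here, with log2 LD/SD ratios of 0.88 and 0.73, below the 2-fold limit of the methods. The clone with 0.73 was positive in 4 of 6 replicates. With the methods' t-test 1 of the 2, that with 0.88, passed.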

Other observations

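The genes below were chosen by their symbol after their values were seen. In potato, of 9 clones of METK1, S-adenosylmethionine synthetase, 6 were higher in SD and 1 in LD, with log2 LD/SD ratios from -0.79 to 0.57, and of 5 clones of MS, methionine synthase, 4 were higher in SD and 1 did not pass. None changed by 2-fold. ARD, of methionine salvage, was higher in LD, with a ratio of 0.55. In N. sylvestris 1 of the 5 MS clones was higher in LD and 4 did not pass. STWRKY8, a WRKY transcription factor, was higher in SD in potato on both clones, with ratios of -0.68 and -0.94.

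In Hicks, which flowers at the same time in both day lengths, 51 clones were called, 12 from 15 days alone and 139 from 1 day alone. PPO had a log2 LD/SD ratio of 1.00 (standard error 0.23, n = 6, adjusted p = 0.0281 from limma), positive in 5 of 6 replicates. It still passed in 12 of 17 alternatives, and not with the methods' t-test and Benjamini-Hochberg adjustment, a shared spread, 15 days alone, the dye term subtracted or replicate 3 left out, with ratios from 0.51 to 1.33. The paper does not report Hicks on its own.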
